A study of Mus musculus with 9 samples. Its data were reported in "Identification of asporin as a HER3 ligand exposes a therapeutic vulnerability in prostate cancer" (2025).

How the data were processed

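RNA was measured in 9 libraries of MyC-CaP cells, a prostate cancer line derived from a MYC-driven mouse tumor. Per the labels, medium lacking serum and calcium was used to starve the cells before recombinant NRG1, a ligand of the receptor HER3, was added at 15 ng/mL, and total RNA was taken at 0, 12 and 24 h, with 3 biological replicates per time point. mRNA libraries were sequenced as paired-end 150 bp reads.

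The authors trimmed adaptors with Cutadapt, aligned the reads to the mouse genome GRCm38 with STAR using a GENCODE annotation, and counted reads per gene with featureCounts. The values deposited by the authors are raw counts per gene, with no normalization, in 1 table of 15552 protein-coding genes, all of which had at least 1 count over the 9 libraries. Whether the counting used the strand of the reads, and how reads matching several genes were treated, was not stated. Genes that overlap another gene or have close paralogs therefore carry counts that can be split or lost. For named genes with more than 10% of their exonic bases in an overlap this is said where the gene is named. Smaller shares, on the opposite strand, were 9.82% for Egf, 3.39% for Nrbp2, 3.32% for Plk3, 1.82% for Tgfa, 1.19% for Irf7, 0.173% for Erbb2 and 0.112% for Kif18a, and 2.50% for Foxm1 on the same strand. Paralogs were not searched for, and are mentioned only for some genes. In the table, 9 symbols belong to more than 1 identifier. These identifiers were kept apart, so that a symbol such as Aldoa can enter a gene list as 2 members.

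Groups were taken from the time in the labels. Libraries without NRG1 at 12 or 24 h were not analysed here, so the time spent in the serum-free, calcium-free medium and the time with NRG1 rise together, and each comparison against 0 h measures both. No sequencing batch was named in the labels.

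Counts were filtered with filterByExpr, which left 11373 genes, and scaled by TMM in edgeR 4.0.16 under R 4.3.3. The 9 libraries were fitted together with glmQLFit, and each pair of time points was compared with the quasi-likelihood F-test (glmQLFTest). A gene was called when its Benjamini-Hochberg adjusted p was at most 0.05 and its fold change at least 1.5. An omnibus test compared the 3 time points at once at an adjusted p of 0.05. Standard errors of log2 fold changes were obtained from the fold change and its F value. CPM are counts scaled to library size after TMM, given as mean ± SD over 3 libraries. Log2 CPM used a prior count of 2.

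From the calls, a gene was classed as sustained when it was called at 12 and 24 h against 0 h in the same direction with no call between 12 and 24 h. It was classed as reversing when the 24 h against 12 h call was opposite to its 12 h call, as late when it was called at 24 h against both earlier time points in the same direction but not at 12 h, and as progressive when all 3 calls had the same direction. Both comparisons against 0 h use the same 3 libraries. To estimate the correlation those libraries give by themselves, 20 sets of unchanged groups were simulated, with each gene drawn independently.

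The signature collection used in the study was not used here. Instead, 12 gene lists were written from general knowledge, among them E2F targets, mitosis genes, YAP targets, MAPK output genes, NF-kB inflammatory genes, interferon-stimulated genes, hedgehog genes, cholesterol synthesis genes, unfolded protein response genes, ATF4 targets and hypoxia genes. Each was tested with camera in limma 3.58.1 on voom values with a preset correlation between genes of 0.01, two-sided, and the p-values of all 36 tests were adjusted together. A list score is the mean log2 CPM of the tested members minus its mean at 0 h.

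The lists, the tests, their thresholds and the rule for naming genes were fixed before the data were examined. However, the E2F, mitosis, YAP, MAPK, NF-kB, interferon and hedgehog lists were written to address signatures that the study names. The study reported some of those signatures from NRG1-treated MyC-CaP and LNCaP cells, so the choice of these themes was not blind to published results on these data. For each comparison against 0 h, the 5 largest rises and the 5 largest falls were named among called genes with a mean over the 9 libraries of at least 10 CPM, values at that time that did not overlap those at 0 h, and a symbol other than a predicted or clone name. The ErbB receptor and ligand genes, Aspn and Myc were reported whatever their change. From each list that passed an adjusted p of 0.05, up to 2 called members with the largest change in the direction of the list were named. Erbb4, Nrg1, Areg and Ereg were not analysed here. Some of the genes chosen by these rules, and 1 of the lists, are not reported here, and no others were taken in their place.

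The procedures were tested on simulated data made from the means, dispersions and depths of the 9 libraries. Of 198 changed genes among the 11304 tested, edgeR called 191, or 96.5%, with 0 false calls. Each of these genes was changed by at least 2-fold, so the recovery of changes near 1.5-fold was not tested. DESeq2 called 189 of 200 among 11373 genes. In a comparison with no changed gene, 0 of 11304 genes were called. The omnibus test, which has no fold threshold, found 191 of 198 changed genes with 15 false calls. A trend on GC content put into the simulated 12 h libraries gave 3045 false calls among 11306 genes before its removal and 0 after it. A list raised by simulation was found in 2 of 2 tests by camera, with 0 false tests among the rest of the 36. Genes were drawn independently in this simulation, so it cannot show how often camera gives false tests for lists whose genes vary together.

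Alternatives were DESeq2 1.42.0 with its own size factors, RLE scaling, total counts only, other filters on low counts, fits of only the groups compared, a replicate block, other fold thresholds, glmTreat, removal of the 13 mitochondrial genes, and fits without each library in turn. List tests were repeated with fry and with camera using a correlation estimated for each list. Removal of a per-library trend on GC content and transcript length, fitted with splines of 5 degrees of freedom to the 11345 tested genes that have these values in GENCODE M21, and thinning of all libraries to the smallest total were added after the data had been seen.

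Depth ranged from 28467089 to 39239760 counts per library. A count of 3, taken as the limit that a count of 0 allows, corresponds to between 0.0765 and 0.105 CPM. These limits cover counting error only, since reads without molecular identifiers are not independent molecules.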

Results

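To follow the transcriptional response of prostate cancer cells to a HER3 ligand, MyC-CaP cells treated with NRG1 were sequenced at 3 time points, 0, 12 and 24 h, with 3 libraries each. The libraries held between 28467089 and 37873433 counts at 0 h, between 30920755 and 36177889 at 12 h, and between 30299344 and 39239760 at 24 h, so the depth ranges of the 3 time points overlapped. Of 15552 protein-coding genes in the table, 11373 had enough counts to be tested. Mitochondrial genes took 1.46% ± 0.0422 (SD, n = 3) of the counts at 0 h, 1.16% ± 0.0334 at 12 h and 1.27% ± 0.0756 at 24 h.

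Replicates were compared before they were averaged. Log2 CPM correlated across genes with a mean Pearson r of 0.995 over the 9 pairs of libraries from the same time point. Chi-square values per degree of freedom ranged from 3.40 to 10.3 between replicates, so every pair differed by more than counting noise, and each library was counted as its own sample. This covers counting error only, and does not exclude that 2 libraries were prepared from the same RNA. Replicate 3 at 12 h gave the largest values, 10.2 and 10.3 against the other 12 h libraries, which differed from each other by 4.33. The first principal component, with 31.3% of the variance, placed the 0 h libraries between -18.7 and -13.6 and the 12 and 24 h libraries between 5.497 and 12.2. On the second component, with 15.1%, the 12 h libraries lay between 7.75 and 10.9 and the 24 h libraries between -13.1 and -7.41.

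Expression at 12 h was first compared with expression at 0 h. A total of 261 genes were called, 152 higher and 109 lower. An adjusted p of at most 0.05 without the fold threshold was reached by 2896 genes, 1547 higher and 1349 lower, with a median absolute log2 fold change of 0.25. Most changes were therefore smaller than 1.5-fold. The alternative that lowered the count most was glmTreat, which tests whether a change exceeds 1.5-fold rather than whether it differs from 0: it called 4 genes. At 24 h against 0 h, 258 genes were called, 191 higher and 67 lower, out of 1982 with an adjusted p of at most 0.05. Between 12 and 24 h, 33 genes were called, 23 higher and 10 lower at 24 h. This last count was 16 without replicate 1 at 24 h, with 11 higher and 5 lower, and without replicate 2 at 12 h the number lower was 18. Without replicate 1 at 0 h, the number higher at 24 h than at 0 h was 125. The median log2 fold change of all tested genes lay within 0.01 of 0 in each of the 3 comparisons, from -0.0065 to 0.0023.

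**Figure D1:**
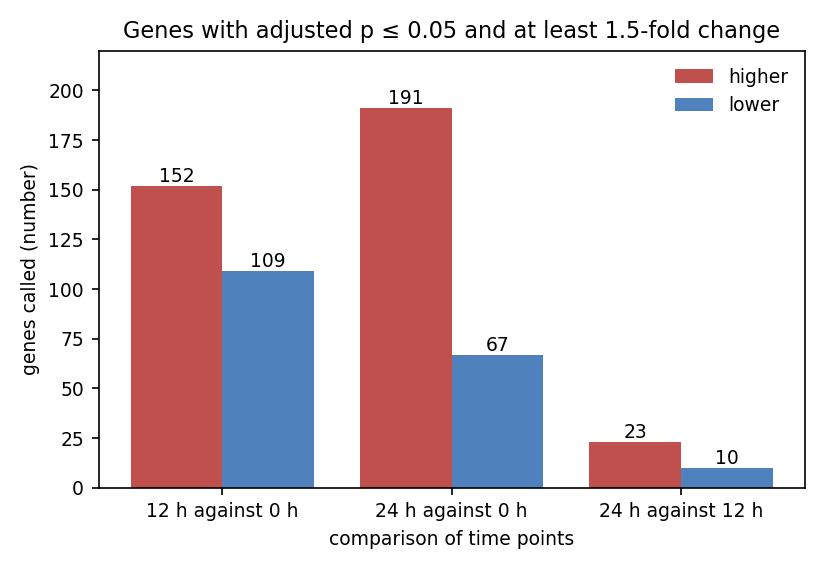
Bars give the number of genes called higher (red) or lower (blue) at the later time point for each of the 3 comparisons, by edgeR with an adjusted p of at most 0.05 and a change of at least 1.5-fold. The 24 h against 12 h comparison had 33 calls, against 261 and 258 for the comparisons with 0 h.

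To ask how much of the early change was held, the calls were compared across time points. At both 12 and 24 h, 129 genes were called in the same direction, 92 higher and 37 lower, which is 49.4% of the 12 h calls and 50% of the 24 h calls. Only 2 genes, Irf7 and Apol9b, were called in opposite directions, lower at 12 h and higher at 24 h (Apol9b was singled out after its values were seen, and it has a close paralog, Apol9a). In 20 simulations of unchanged groups that shared the 0 h libraries, at most 1 gene was called per comparison, so the simulations give no measure of the overlap expected for these numbers of calls. Log2 fold changes at 12 and 24 h correlated across genes with r = 0.71 and rho = 0.69, against a mean r of 0.50 in the simulations, with a range from 0.46 to 0.54. Genes are not independent replicates, so this correlation has no p-value. The simulations drew each gene independently, so their range leaves out shifts that many genes share within a library and may be too narrow. By class, 128 genes were sustained, 14 were reversing, 8 were late and 0 were progressive. Reversing genes numbered 7 without replicate 3 at 0 h and 7 without replicate 1 at 24 h. Late genes fell to 5 or fewer in 5 of the 9 fits that left out 1 library, with the lowest count, 2, without replicate 1 at 24 h, and without replicate 3 at 24 h 2 were progressive. A further 119 genes were called only at 12 h against 0 h, and 119 only at 24 h against 0 h. Being called in only 1 comparison does not show a difference between time points, which the 24 h against 12 h test addresses directly. The omnibus test found 3117 genes that differed among the 3 time points, or 27.4% of those tested.

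The genes named by the rule as the largest rises at 12 h included Eda2r, Cxcl1, Plk3 and Smtn. Coordinates refer to GRCm38 and span the whole annotated gene. Cxcl1 (ENSMUSG00000029380.11, chromosome 5, 90891241 to 90893115), which has the close paralog Cxcl2, rose from 9.99 ± 1.08 CPM at 0 h to 24.9 ± 5.09 at 12 h (SD, n = 3), a log2 fold change of 1.31 ± 0.12 (SE, edgeR adjusted p = 1.93e-06), and was 16.8 ± 1.51 CPM at 24 h. Log2 fold changes at 12 h were 1.33 for Eda2r, 1.04 for Plk3 and 1.01 for Smtn. Without replicate 3 at 12 h they were smaller, 0.91 for Eda2r, 0.74 for Plk3 and 0.84 for Smtn, and that of Cxcl1 was 1.16. All of these genes were still called without it. For Smtn, 16.3% of the exonic bases overlap genes on the opposite strand. Rab3il1, Nrbp2, Aifm3, Dmpk and Apof showed the largest falls, from -1.01 in Rab3il1 to -0.80 in Apof. Dmpk (ENSMUSG00000030409.16, chromosome 7, 19083849 to 19093821) fell from 61.9 ± 3.12 to 34.4 ± 3.98 CPM at 12 h (log2 fold change -0.85 ± 0.072, SE, edgeR adjusted p = 7.07e-07) and was 47.9 ± 3.49 CPM at 24 h.

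At 24 h the largest rises were in S100a14, Tigit, Spp1, Fbxo5 and Kif18a. Spp1 (ENSMUSG00000029304.14, chromosome 5, 104435118 to 104441050) was the most abundant of these. It rose from 456 ± 17.6 CPM at 0 h to 885 ± 41.6 at 12 h and 890.0 ± 3.18 at 24 h (SD, n = 3), log2 fold changes of 0.96 ± 0.040 (SE, edgeR adjusted p = 3.19e-10) and 0.96 ± 0.040 (SE, edgeR adjusted p = 2.81e-10). A predicted gene on the same strand overlaps 18.8% of its exonic bases. Tigit (ENSMUSG00000071552.5, chromosome 16, 43648867 to 43664146) went from 7.95 ± 0.168 to 12.1 ± 0.352 and then 17.7 ± 1.45 CPM, a log2 fold change of 1.15 ± 0.081 at 24 h (SE, edgeR adjusted p = 1.96e-07). S100a14 rose by 1.16, Fbxo5 by 0.92 and Kif18a by 0.89 on the log2 scale at 24 h. Aifm3, Cps1, Apof, Nrbp2 and Rab3il1 had the largest falls. Cps1 (ENSMUSG00000025991.8, chromosome 1, 67123026 to 67231259) fell from 308 ± 13.98 CPM at 0 h to 214 ± 17.3 at 12 h and 164 ± 1.75 at 24 h, a log2 fold change of -0.91 ± 0.050 at 24 h (SE, edgeR adjusted p = 1.61e-08). Aifm3 fell by 0.93, Apof by 0.83, Nrbp2 by 0.80 and Rab3il1 by 0.80, and each of these 4 genes was also among the largest falls at 12 h.

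Because NRG1 signals through HER2/HER3, the ErbB receptor and ligand genes were examined next. None of the 7 that were tested, nor Myc, reached a 1.5-fold change at 12 or 24 h. Egfr (ENSMUSG00000020122.16, chromosome 11, 16752203 to 16918158) was 30.4 ± 1.05 CPM at 0 h, 22.9 ± 0.845 at 12 h and 26.2 ± 1.11 at 24 h (SD, n = 3). Its log2 fold change was -0.41 ± 0.057 at 12 h (SE, edgeR adjusted p = 5.83e-05) and -0.22 ± 0.056 at 24 h (SE, edgeR adjusted p = 0.0131). Erbb2, which encodes HER2 (ENSMUSG00000062312.5, chromosome 11, 98412470 to 98437716), was 161 ± 6.39 CPM at 0 h, 130 ± 6.33 at 12 h and 143 ± 6.90 at 24 h. It changed by -0.31 ± 0.046 at 12 h (SE, edgeR adjusted p = 0.000129) and by -0.17 ± 0.046 at 24 h (SE, edgeR adjusted p = 0.0174). In Erbb3, which encodes HER3 (ENSMUSG00000018166.8, chromosome 10, 128567523 to 128589652), values of 82.8 ± 4.37, 83.4 ± 8.26 and 91.4 ± 2.57 CPM gave no difference past the threshold at 12 h (log2 fold change 0.0092, edgeR adjusted p = 0.933) or at 24 h (0.14, edgeR adjusted p = 0.109). Egfr and Erbb2 were lower in all 3 libraries at 12 h, and in all 3 at 24 h, than in any 0 h library. The 24 h falls were less stable than those at 12 h. That of Egfr was no longer significant in 3 of the 9 fits that left out 1 library, without replicate 2 at 0 h or replicate 1 or 3 at 24 h, with its smallest size, -0.19, without replicate 1 at 24 h. That of Erbb2 was no longer significant in 4 of the 9, without replicate 1 or 3 at 0 h or replicate 2 or 3 at 24 h, with its smallest size, -0.14, without replicate 1 at 0 h. Without replicate 3 at 12 h, the 24 h rise of Erbb3 was 0.15 and passed the threshold.

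Among the ligands, Tgfa rose by 0.27 at 12 h (edgeR adjusted p = 0.0494) and by 0.36 at 24 h (edgeR adjusted p = 0.0136). The 12 h rise was no longer significant under DESeq2, under total counts, or in 5 of the 9 fits that left out 1 library, with its lowest value, 0.17, without replicate 3 at 12 h. The 24 h rise was no longer significant without replicate 3 at 24 h, where it was 0.28, or without replicate 2 at 0 h, where it was 0.34. For Btc, Hbegf and Egf no difference passed the threshold: their log2 fold changes lay between -0.42 and 0.19, and their means at 0 h were 1.72, 7.45 and 1.82 CPM. Myc, at 71.0 ± 3.50 CPM at 0 h, did not differ significantly at either time point, although without replicate 3 at 12 h it passed the threshold at 12 h with a log2 fold change of -0.24. Nrg2 had at most 3 counts and Aspn at most 1 count in any library, so neither was detectable above the limit that a count of 0 allows, between 0.0765 and 0.105 CPM.

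**Figure D2:**
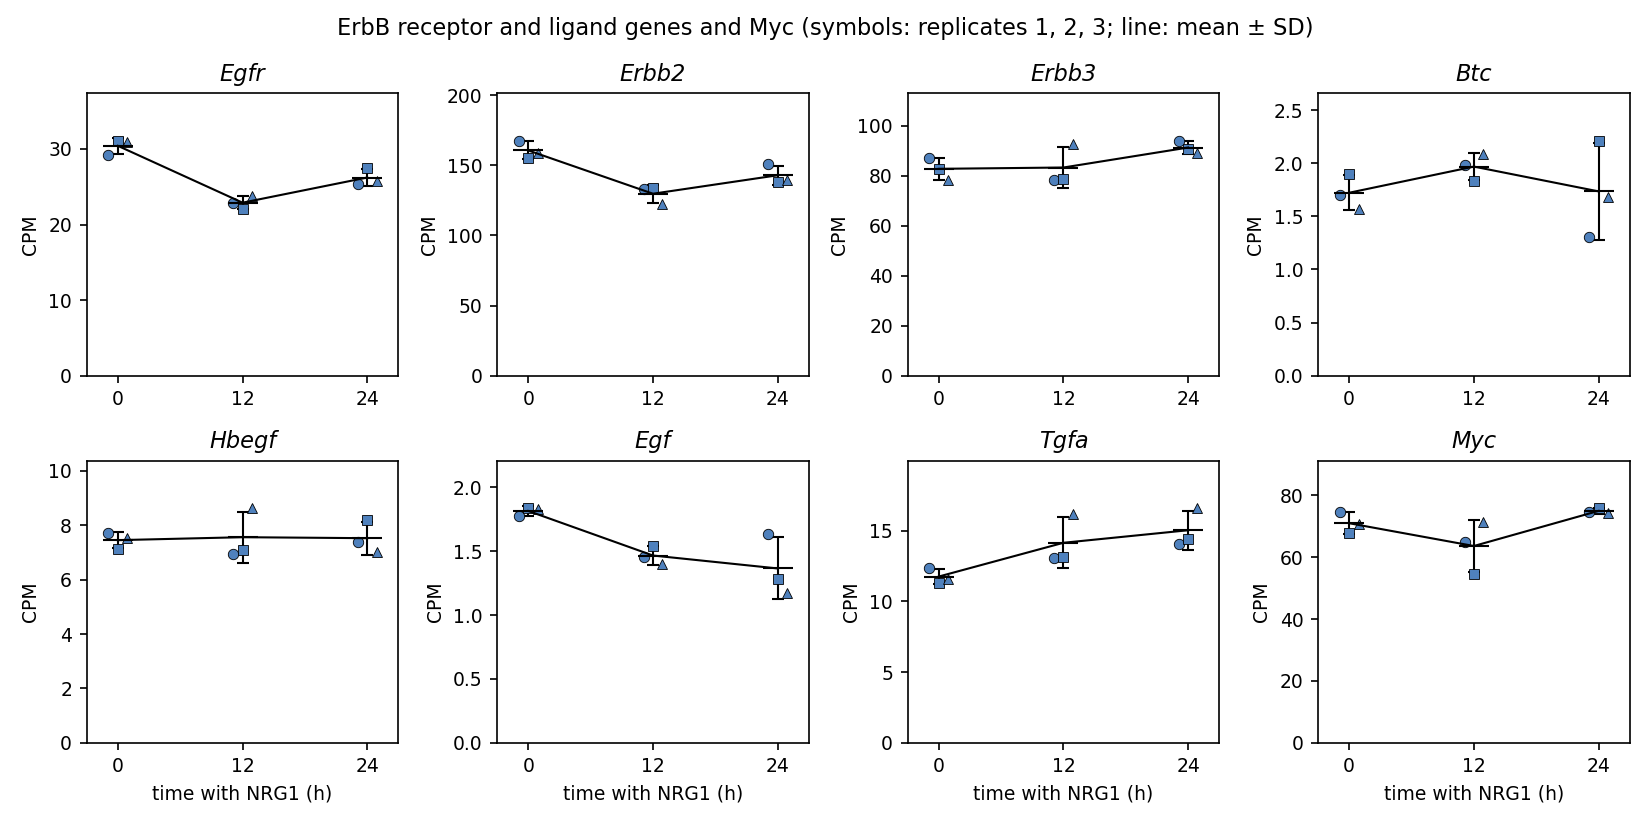
Each panel gives CPM (y axis, starting at 0) against time with NRG1 in h (x axis) for 1 gene; circles, squares and triangles are replicates 1, 2 and 3, and the line joins means with SD bars. Egfr and Erbb2 were lowest at 12 h, while Erbb3 values at 12 h ranged around those at 0 h.

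To compare groups of genes with related functions, the 12 lists were tested in the 3 comparisons. Of the 36 tests, 22 had an adjusted p of at most 0.05. The alternative that moved these most was camera with a correlation estimated for each list, under which 1 of the 22 remained, the interferon-stimulated genes at 24 h against 12 h (limma adjusted p = 0.00645). Its adjusted p ranged from 1.74e-15 to 0.00645 over its alternatives. Under fry 20 of the 22 remained, without the mitosis and cholesterol lists at 24 h against 12 h, and 2 further tests passed. For each of the 22, the 3 library scores at the later time did not overlap the 3 at the earlier time. Chance gives this in 10% of comparisons of 3 against 3, but the 22 were picked by tests on the same libraries. Scores also did not overlap in some tests that did not pass, such as NF-kB and hedgehog genes at 12 h and YAP targets at 24 h. The lack of overlap therefore does not set the passing tests apart.

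E2F targets were higher at 12 h, with a median log2 fold change of 0.55 and 35 of 35 tested members higher (limma adjusted p = 3.67e-30), and at 24 h, with a median of 0.55 and 35 of 35 higher (limma adjusted p = 6.10e-34). At 12 h, 34 members had an adjusted p of at most 0.05 over all genes tested and 34 when adjusted over the list alone. The corresponding numbers at 24 h were 33 and 33. Rrm2 rose by 0.74 at 12 h and 0.71 at 24 h, and Cdc6 by 0.77 and 0.55. Fen1 rose by 0.81 and 0.73, but 84.2% of its exonic bases overlap genes on the opposite strand, so its counts are uncertain. Mitosis genes had medians of 0.47 at 12 h (24 of 24 higher, limma adjusted p = 5.10e-19) and 0.59 at 24 h (24 of 24 higher, limma adjusted p = 1.24e-31). Over all genes tested 23 members passed at 12 h, and 24 when adjusted over the list alone; at 24 h both numbers were 24. Aurkb rose by 0.66 at 12 h and 0.70 at 24 h, Prc1 by 0.59 and 0.62, and Foxm1 by 0.48 and 0.69. Counts for Prc1, with 11.1% of its exonic bases under a gene on the opposite strand, are less certain. Its 12 h call was lost under total counts, where the change was 0.58, and without replicate 1 at 0 h (0.50), replicate 2 at 12 h (0.58) or replicate 3 at 12 h (0.55). Its 24 h call was lost without replicate 1 at 0 h (0.54). Between 12 and 24 h, E2F targets did not differ (median -0.034, limma adjusted p = 0.283).

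ATF4 targets, which respond to amino acid shortage and other stresses, had medians of 0.47 at 12 h (17 of 17 higher, limma adjusted p = 9.08e-14) and 0.46 at 24 h (17 of 17 higher, limma adjusted p = 8.51e-16). Of the 17 members, 16 passed at 12 h over all genes tested and 17 when adjusted over the list alone; at 24 h both numbers were 16. Chac1 rose by 0.75 at 12 h and 0.68 at 24 h, Nupr1 by 0.68 and 0.71, and Aldh1l2 by 0.69 and 0.76. Atf3 rose by 0.77 at 12 h and by 0.080 at 24 h. Without replicate 3 at 12 h, the 12 h rises were 0.45 for Atf3, 0.55 for Aldh1l2 and 0.56 for Nupr1, and these 3 genes were no longer called. Aldh1l2, with 14.1% of its exonic bases under a gene on the opposite strand, also lost its 12 h call without replicate 1 at 0 h (0.58). Unfolded protein response genes did not pass at 12 h (median -0.019, 7 of 16 higher, limma adjusted p = 0.670) or at 24 h (median -0.085, 5 of 16 higher, limma adjusted p = 0.0753), where 5 and 6 members passed over all genes tested and 5 and 9 when adjusted over the list alone. Without replicate 1 at 12 h, the adjusted p at 24 h was 0.0389, within a range from 0.0389 to 0.509 over its alternatives.

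Cholesterol synthesis genes had medians of 0.23 at 12 h (20 of 20 higher, limma adjusted p = 1.52e-11) and 0.13 at 24 h (19 of 20 higher, limma adjusted p = 2.25e-06), with 0 members called as changed by 1.5-fold. Of its members 17 passed at 12 h over all genes tested and 19 when adjusted over the list alone, and 9 and 14 at 24 h. Hypoxia genes were higher at 12 h (median 0.22, 13 of 16 higher, limma adjusted p = 2.78e-05) and not different at 24 h (median 0.039, limma adjusted p = 0.531); Adm rose by 0.85 at 12 h. Of the hypoxia members 11 passed over all genes tested and 12 when adjusted over the list alone at 12 h, and 6 by either count at 24 h. MAPK output genes had medians of 0.13 at 12 h (10 of 14 higher, limma adjusted p = 0.00123) and 0.11 at 24 h (11 of 14 higher, limma adjusted p = 0.00366). Ier3 rose by 0.67 and Egr1 by 0.65 at 12 h, and by 0.098 and 0.11 at 24 h; without replicate 3 at 12 h, the rises at 12 h were 0.58 and 0.46 and neither was called. MAPK members passing over all genes tested numbered 9 at 12 h and 6 at 24 h, and 11 and 6 when adjusted over the list alone. For NF-kB genes the numbers were 4 and 4 over all genes, and 4 and 6 when adjusted over the list alone. NF-kB inflammatory genes did not pass at 12 h (median 0.061, limma adjusted p = 0.0753) and passed at 24 h (median 0.27, 11 of 13 higher, limma adjusted p = 0.00179). In that list, Cxcl2 rose by 1.73 at 12 h (edgeR adjusted p = 0.000477) and by 1.00 at 24 h (edgeR adjusted p = 0.0382), and Cxcl1 by 1.31 and 0.74. Both estimates were larger at 12 h although the list passed only at 24 h. Tested directly at 24 h against 12 h, Cxcl1 differed by -0.57 (edgeR adjusted p = 0.0101), short of a 1.5-fold change. For Cxcl2 the difference of -0.73 was not significant (edgeR adjusted p = 0.131). The list did not differ between 12 and 24 h. The 24 h call of Cxcl2 was lost in 4 of the 9 fits that left out 1 library, with its lowest value, 0.75, without replicate 2 at 24 h. The test of the list at 12 h passed in 2 of those 9 fits, without replicate 1 or 2 at 12 h, and under fry, with the lowest adjusted p, 0.0323, without replicate 1, against a range from 0.0323 to 0.327 over its alternatives. Its outcome at 12 h is therefore not settled.

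Interferon-stimulated genes were lower at 12 h (median -0.27, 12 of 15 lower, limma adjusted p = 0.00571) and higher at 24 h (median 0.39, 14 of 15 higher, limma adjusted p = 0.000928). Irf7 (ENSMUSG00000025498.15, chromosome 7, 141262706 to 141266481) was 1.55 ± 0.331 CPM at 0 h, 0.944 ± 0.0303 at 12 h and 2.83 ± 0.382 at 24 h (SD, n = 3). Its log2 fold change was -0.72 at 12 h (edgeR adjusted p = 0.0286) and 0.85 at 24 h (edgeR adjusted p = 0.00523). Oasl2, a member of a family of similar genes, changed by -0.62 and 0.49, and Xaf1 by -0.27 and 1.06. The 24 h call of Irf7 was made in all 9 fits that left out 1 library, with values from 0.75 to 1.04. Its 12 h call was lost without replicate 3 at 0 h (-0.53) or replicate 1 or 2 at 12 h, and that of Oasl2 without replicate 1 or 2 at 0 h or replicate 2 at 12 h (-0.57). The 24 h call of Xaf1 was lost under DESeq2 and without replicate 2 at 24 h (0.64) or replicate 2 or 3 at 0 h. Hedgehog genes, of which 5 were tested, passed at 24 h (median -0.18, 5 of 5 lower, limma adjusted p = 0.0121) and not at 12 h (median -0.16, limma adjusted p = 0.126). Over all genes tested, at 12 and 24 h, 7 and 6 interferon-stimulated members passed, 1 and 2 hedgehog members, and 10 and 4 YAP members. When adjusted over the list alone these were 7 and 7, 1 and 2, and 10 and 4. YAP targets passed at neither time point (medians -0.087 and 0.034, limma adjusted p = 0.474 and 0.242).

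Between 12 and 24 h, 5 lists passed. Interferon-stimulated genes were higher at 24 h than at 12 h (median 0.65, 15 of 15 higher, limma adjusted p = 9.84e-14), as were mitosis genes (median 0.11, 24 of 24 higher, limma adjusted p = 3.41e-08) and YAP targets (median 0.059, 16 of 21 higher, limma adjusted p = 0.0122). Hypoxia genes (median -0.13, 15 of 16 lower, limma adjusted p = 6.33e-09) and cholesterol synthesis genes (median -0.094, 20 of 20 lower, limma adjusted p = 5.03e-07) were lower. Members passing over all genes tested were 9 interferon-stimulated, 2 mitosis, 4 YAP, 7 hypoxia and 1 cholesterol synthesis genes, and 12, 7, 10, 10 and 8 when adjusted over the list alone. Without replicate 2 at 12 h, the adjusted p for YAP targets was 0.0821, within a range from 0.00265 to 0.138 over its alternatives. The remaining 7 lists did not pass in this comparison, with adjusted p between 0.108 and 0.705.

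**Figure D3:**
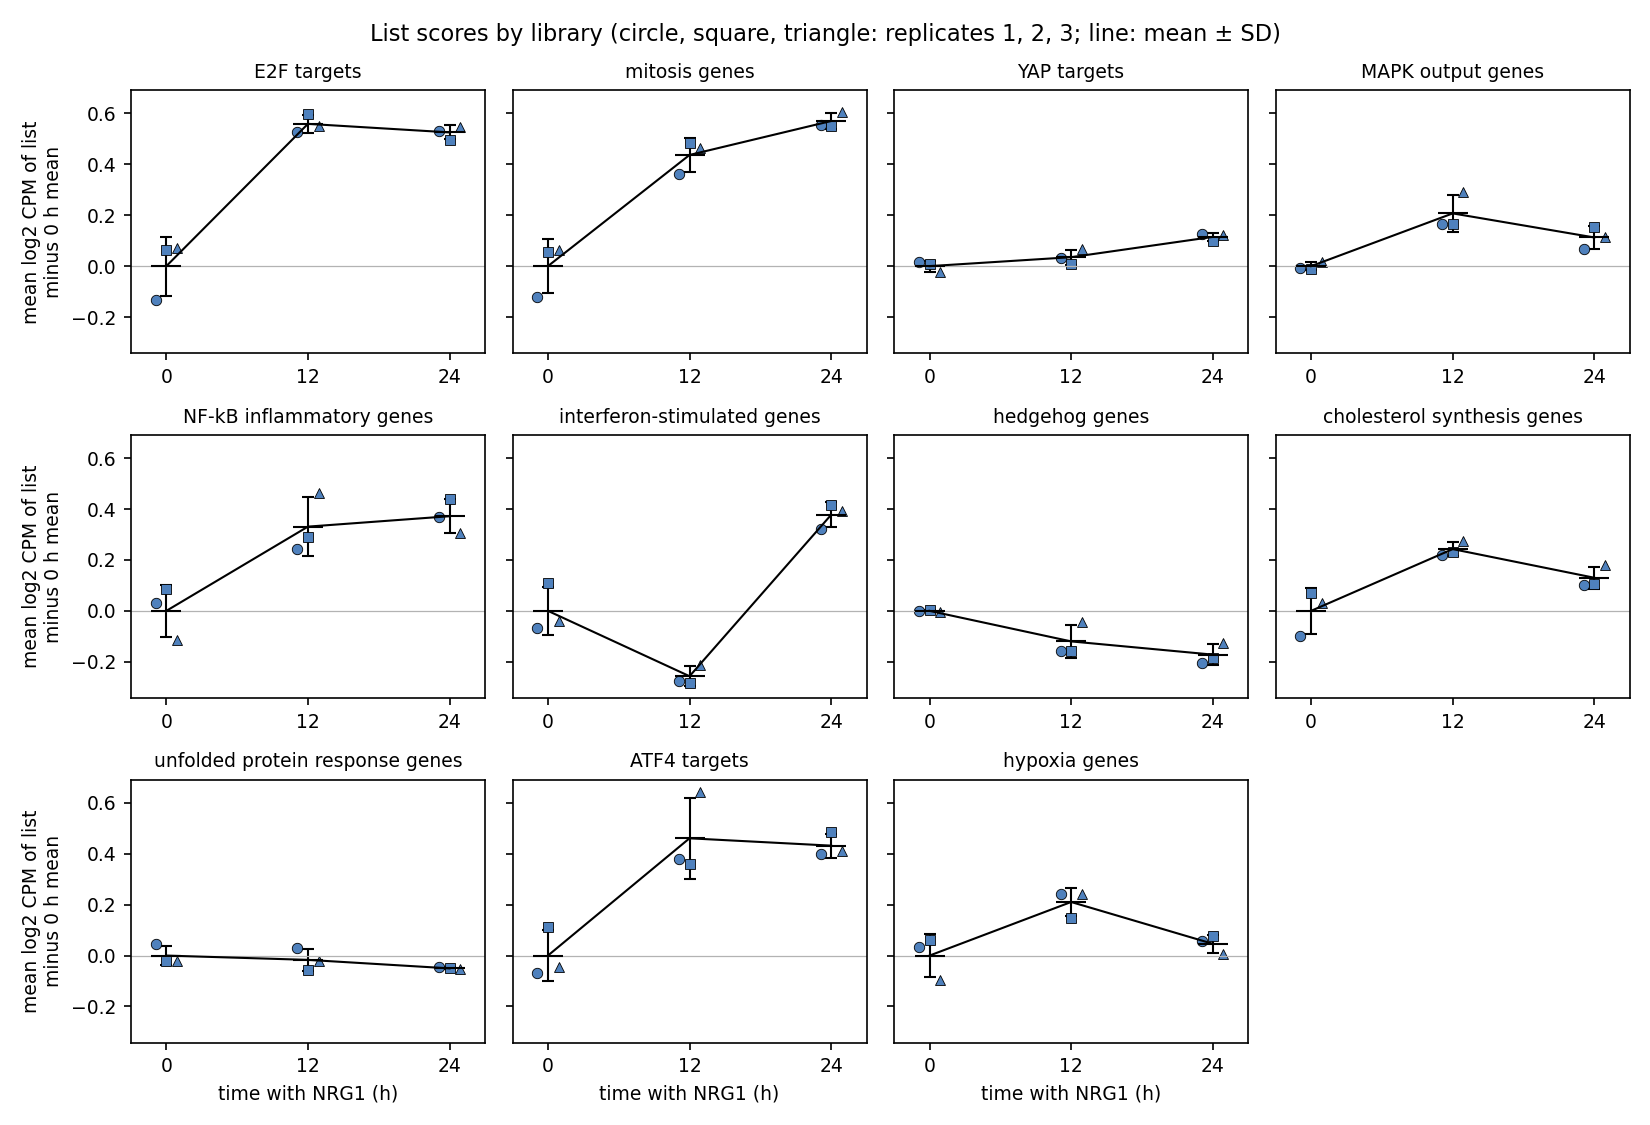
Each panel gives a list score (y axis, mean log2 CPM of the list minus its 0 h mean) against time with NRG1 in h (x axis) for 1 of 11 lists; circles, squares and triangles are replicates 1, 2 and 3, and the line joins means with SD bars. The E2F and mitosis scores of the 12 and 24 h libraries lay above those at 0 h, and the interferon scores fell at 12 h and rose at 24 h.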

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

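For the differences between 12 and 24 h below, the tests on gene families and on low counts in the interferon-stimulated genes, and whether those genes rest on 1 library, were chosen only after the result was seen. Each difference is a test of 24 h against 12 h itself. No library without NRG1 at 12 or 24 h was analysed here, so the extra time with NRG1 and the extra time in the medium cannot be told apart for any of them, and a biological difference of either kind stays open, as untested.

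Between 12 and 24 h, 33 genes differed by the thresholds used. In 1 of the 10 splits of the 6 libraries, the real one, as many genes were called, and 3 against 3 libraries cannot give a share under 0.1. With the GC content and length trend removed 35 genes were called, and with libraries thinned to the smallest total 37, which argues against either as the whole cause. Without replicate 1 at 24 h the count was 16.

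Interferon-stimulated genes had a median log2 fold change of 0.65 from 12 to 24 h, with a fall at 12 h and a rise at 24 h against 0 h. The list test gave an adjusted p of 1.74e-15 with the GC content and length trend removed, 5.73e-13 with thinned libraries and at most 3.46e-11 without any 1 library. These values argue against sequence composition, depth and a single library as the whole cause. Of the 280 splits of the 9 libraries, 1, the real one, gave as large an F of the list score over all time points. Without the Ifit and Oas members, 11 of 11 members were higher with a median of 0.55, and among members with a mean of at least 10 CPM, 6 of 6 were higher with a median of 0.35. Camera on these subsets gave unadjusted values of 3.60e-10 and 6.36e-10. Reads shared within these families and counting noise at low counts are therefore argued against as the whole cause. Irf7 differed by 1.57, Oasl2 by 1.11 and Xaf1 by 1.33 between 12 and 24 h. The Xaf1 call was lost in 4 of the 9 fits that left out 1 library, with its lowest value, 0.90, without replicate 2 at 24 h. DESeq2 gave no adjusted p for this Xaf1 difference and so did not call it. Xaf1 had few counts, 0.516 ± 0.0662 CPM at 12 h and 1.31 ± 0.588 at 24 h (SD, n = 3).

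Mitosis genes were higher at 24 h than at 12 h with a median of 0.11. The adjusted p was 3.12e-10 with the GC content and length trend removed, 3.92e-08 with thinned libraries and at most 3.55e-05 without any 1 library. Over all time points, 0 h included, 1 of the 280 splits gave as large an F. Cholesterol synthesis genes were lower, with a median of -0.094, and the same tests gave 2.03e-07, 3.52e-07, at most 2.47e-05, and 1 of 280 splits. Hypoxia genes were lower, with a median of -0.13, and gave 1.91e-08, 6.02e-09, at most 9.29e-07, and 6 of 280 splits. For these 3 lists the values argue against composition, depth and a single library as the whole cause. Each had an adjusted p above 0.05 when the correlation between its genes was estimated.

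YAP targets were higher at 24 h than at 12 h with a median of 0.059. The adjusted p was 0.0344 with the GC content and length trend removed and 0.0139 with thinned libraries. Over all time points, 0 h included, 3 of the 280 splits gave as large an F. Without replicate 2 at 12 h the median of the fit used for the list test was 0.096, against 0.063 with it, and the adjusted p was 0.0821. An adjusted p above 0.05 in any of these fits is the outcome that had been set beforehand for dependence on 1 library, and it was met. The medians were compared only after this was seen. Since the median was not smaller without that library, dependence on 1 library is left open. The values argue against composition and depth as the whole cause. With an estimated correlation the adjusted p was 0.138.

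Atf3 was lower at 24 h than at 12 h by a log2 fold change of -0.69, and Adm by -0.65. Atf3 was -0.36 and not called without replicate 3 at 12 h, and its call was also lost under DESeq2 and without any 1 of the 24 h libraries. Adm was -0.54 and not called without replicate 1 at 24 h, and its call was also lost without replicate 1 at 12 h.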

How the results depend on the processing

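Scaling, filters and the replicate block changed few results. The calls of the 12 h and 24 h comparisons with 0 h, the shared calls and the omnibus count stayed within 1.5 times their values under DESeq2, RLE scaling, total counts, the filters, fits of only the groups compared, and removal of mitochondrial genes, for each of these that was run. DESeq2 called 235 of the 261 genes at 12 h, 231 of the 258 at 24 h and 25 of the 33 between 12 and 24 h in the same direction. Under DESeq2 4 genes were late, and Tgfa at 12 h (0.27) was no longer significant. With total counts Tgfa at 12 h was 0.26 and no longer significant, and Erbb3 at 12 h, at 0.0092, took the value -0.0020, which is the shift of -0.011 in the median of all genes that this scaling makes by construction. Without a filter beyond 1 count, 53 genes were called between 12 and 24 h, 37 higher and 16 lower. Apart from that shift, the cause was not tested.

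The number of each replicate does not pair the libraries, since deviations of equally numbered libraries correlated between -0.0744 and 0.131 across genes. A replicate block gave 268 calls at 12 h and put the unfolded protein response list at 24 h past the threshold (adjusted p 0.0406, with a range from 0.0389 to 0.509 over its alternatives), as did leaving out replicate 2 at 0 h or replicate 1 at 12 h. The cause was not tested.

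The fold threshold set the counts by construction. With no fold threshold 2896 genes were called at 12 h (1547 higher, 1349 lower), 1982 at 24 h (1100 higher, 882 lower) and 572 between 12 and 24 h (224 higher, 348 lower). At both times 1428 were shared, and 1352 were sustained, 377 reversing, 87 late and 25 progressive. At 2-fold these were 65 (25 higher, 40 lower), 43 (23 higher, 20 lower) and 14 (13 higher, 1 lower), with 17 shared, 17 sustained, 2 reversing and 3 late. Under glmTreat, 4 genes were called at 12 h (4 higher, 0 lower), 6 at 24 h (5 higher, 1 lower) and 0 between 12 and 24 h (0 higher, 0 lower), with 1 shared. At an unadjusted p under 0.05, glmTreat gave 154, 154 and 46 genes. In simulated data it called 186 of 198 changed genes, but all of these were changed by at least 2-fold, so its recovery of smaller changes was not tested.

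Under fry, the NF-kB list (adjusted p 0.0346) and the hedgehog list (0.0169) passed at 12 h, and the mitosis and cholesterol lists (0.0856 each) did not pass between 12 and 24 h. With an estimated correlation, the adjusted p at 12 h was 0.108 for the E2F, mitosis, MAPK and interferon lists, 0.151 for cholesterol, 0.120 for ATF4 and 0.230 for hypoxia. At 24 h it was 0.108 for the E2F, mitosis, interferon, hedgehog and ATF4 lists, 0.119 for MAPK, 0.138 for NF-kB, and 0.268 for cholesterol. Between 12 and 24 h it was 0.230 for mitosis, 0.138 for YAP, 0.257 for cholesterol and 0.126 for hypoxia. These tests allow for correlation between genes, which the preset value holds at 0.01. With the 500 most variable genes the mean r between replicates was 0.818, and the cause was not tested.

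Removal of the GC content and length trend, and thinning, were chosen after seeing the data. They gave 254 and 269 calls at 12 h, 246 and 260 at 24 h, and all 22 passing list tests still passed under both.

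Across the 9 fits that each left out 1 library, calls ranged from 200 to 280 at 12 h and from 182 to 279 at 24 h, with 125 to 222 higher at 24 h. From 12 to 24 h they ranged from 16 to 36, with 11 to 26 higher and 5 to 18 lower. Reversing genes ranged from 7 to 18, late genes from 2 to 9 and progressive genes from 0 to 2. Adjusted p ranged at 12 h from 0.0323 to 0.182 for NF-kB and from 0.186 to 0.884 for the unfolded protein response, and at 24 h from 0.0389 to 0.189 for the unfolded protein response and from 0.168 to 0.715 for hypoxia. From 12 to 24 h it ranged from 0.00265 to 0.0821 for YAP, from 0.0165 to 0.456 for the unfolded protein response and from 0.0648 to 0.952 for ATF4.

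In the same 9 fits, log2 fold changes at 12 h ranged from -0.064 to 0.054 for Erbb3, from -0.075 to 0.079 for Hbegf, from 0.17 to 0.32 for Tgfa and from -0.24 to -0.060 for Myc. At 24 h they ranged from -0.25 to -0.19 for Egfr, from -0.21 to -0.14 for Erbb2, from 0.11 to 0.18 for Erbb3, from -0.19 to 0.17 for Btc, from -0.047 to 0.070 for Hbegf and from 0.28 to 0.41 for Tgfa. Atf3 at 24 h ranged from -0.029 to 0.28. The named genes were followed under DESeq2, RLE scaling, total counts, the replicate block and these 9 fits, and under no other alternative. Xaf1 at 24 h against 12 h had no adjusted p under DESeq2 and was not counted there. The count of 896 values for named genes leaves out the ErbB receptor and ligand genes and Myc. Of the 896, 851 kept direction and side of the threshold, 41 became weaker, 2 stronger and 2 reversed. Among the genes left out of that count, direction also reversed in some of the 9 fits. This was so for Erbb3 and Hbegf at 12 h and for Btc and Hbegf at 24 h. Erbb3 at 12 h reversed under total counts too. The cause of these changes was not tested.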

Other observations

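The tests on time in the medium and on the unfolded protein response were chosen only after the result was seen.

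The changes against 0 h have no control for time in the serum-free, calcium-free medium. Libraries at 12 or 24 h without NRG1 numbered 0 among those analysed here, so NRG1 and time in the medium cannot be told apart for any change against 0 h, the E2F and mitosis lists included.

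ATF4 targets were higher at 12 and 24 h. At 24 h the median of the unfolded protein response list was -0.085, with 11 of 16 members lower and 5 higher, and at 12 h it was -0.019 with 9 lower and 7 higher. The list test passed at neither time, although at 24 h it passed without replicate 2 at 0 h, without replicate 1 at 12 h and with a replicate block, and members went both ways, so these values do not decide whether that response was the source of the ATF4 rise. The scores of all 24 h libraries were below those of the 0 h libraries, which was the outcome first set for ruling the response out at 24 h, and the added condition that the list test pass was set after the values were seen. That response, its ATF4 branch alone, amino acid shortage in the medium and NRG1 itself stay open at both times.

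Replicate 3 at 12 h lay at 15.5 on the third principal component, with 12.1% of the variance, against -6.35 and -8.36 for the other 12 h libraries. A trend on GC content and transcript length took up 3.78% of the variance of its difference across genes, which argues against that trend as the main source. No biological explanation was tested.

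In each comparison with 0 h, 1 of the 10 splits of the 6 libraries, the real one, gave as many calls, and that share cannot be under 0.1. Of 100 splits drawn of the 280 possible, 1, the real one, gave as many genes differing among the 3 time points, and 1 gave as many shared calls.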
